# Integrative analysis of transcriptomics and proteomics of skeletal muscles of the Chinese indigenous Shaziling pig compared with the Yorkshire breed

**DOI:** 10.1186/s12863-016-0389-y

**Published:** 2016-06-13

**Authors:** Hu Yang, Xing-li Xu, Hai-ming Ma, Jun Jiang

**Keywords:** Shaziling Pig, RNA-seq, Proteomics, Meat quality

## Abstract

**Background:**

The Shaziling pig (*Sus scrofa*) is a well-known indigenous breed in China. One of its main advantages over European breeds is its high meat quality. However, little genetic information is available for the Shaziling pig. To screen for differentially expressed genes and proteins that might be responsible for the meat quality, the *longissimus dorsi* muscles from Shaziling and Yorkshire pig breeds were investigated using an integrative analysis of transcriptomics and proteomics, involving high-throughput sequencing, the two-dimensional gel electrophoresis, and mass spectrometry.

**Results:**

Sequencing produced 79,320 unigenes by *de novo* assembly, and 488 differentially expressed genes in the *longissimus dorsi* muscle of Shaziling pig compared with the Yorkshire breed were identified. Gene Ontology term enrichment of biological functions and Kyoto Encyclopedia of Genes and Genomes analysis showed that the gene products were mainly involved in metabolism, protein binding, and regulation of skeletal muscle development. At the protein level, 23 differentially expressed proteins were identified, which were potentially associated with fatty acid metabolism, the glycolytic pathway, and skeletal muscle growth. Eight differentially expressed genes were confirmed by real-time PCR. These results give an insight into the mechanisms underlying the formation of skeletal muscle in the Shaziling pig.

**Conclusions:**

Certain differentially expressed genes and proteins are involved in fatty acid metabolism, intramuscular fat deposition, and skeletal muscle growth in the Shaziling pig. These results provide candidate genes for improving meat quality and will promote further transcriptomic research in Shaziling pigs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12863-016-0389-y) contains supplementary material, which is available to authorized users.

## Background

Pigs are important domestic animals used for meat production worldwide. Pork quality is influenced by many factors, including breed, nutrition, and post-slaughter handling [1]. Among these factors, the breed is the most important. There are more pig breeds in China than in any other country in the word [2]. In China, 118 indigenous pig breeds are listed as the Domestic Animal Diversity in the World index [3]. Over a long period, breeders have attempted to increase muscle yield and decrease carcass fatness, and great progress for these traits has been made in swine breeding. For example, Landrace pigs and Yorkshire pigs grow more quickly and have higher lean meat than other pig breeds. However, some studies suggest that such intensive selection for increased muscle growth and decreased carcass fatness has led to a deterioration in meat quality [4–6]. Compared with European breeds, Chinese native breeds have higher intramuscular fat (IMF), and increased tenderness and meat quality [7–10]. The Shaziling pig is a well-known breed, which has evolved for centuries in Hunan Province, China, where it feeds on grains, tubers, and wild herbs. It is a Chinese fat-type line with high IMF, superior meat quality, and strong resistance to general diseases. Compared with the Shaziling breed, the Yorkshire has a faster growth rate and a leaner meat ratio.

Skeletal muscle contains several fiber types [11]. Muscle fiber types and the proportion of fiber types affect meat quality directly [12]. Therefore, studies on development and growth are beneficial to improve meat quality. Skeletal muscle development is very complicated, and comprises several stages: determination of myoblasts, proliferation of myoblasts, differentiation and fusion of myoblasts into myotubes and myofibers, and growth and maturation [13, 14]. Analyzing these stages would provide a good basis for understanding muscle fiber development. Previous reports showed that muscle fibers could be classified into red and white fibers [15]. These compositional differences between fibers determine their distinct metabolic type and physiological functions and affect meat quality [16, 17]. Skeletal muscles have been explored extensively using molecular biology [18, 19], and proteomics and transcriptomics techniques have been applied to study the porcine skeletal muscle of different breeds [20, 21].

Over the past decade, proteomic technologies have been used successfully to study skeletal muscle [11, 22]. Proteomic analysis based on two-dimensional gel electrophoresis (2-DE) and mass spectrometry (MS) is a classical method in quantitative proteomics to separate mixtures of proteins into two dimensions and has been a powerful tool in meat science [23, 24]. Many reports concerning differential proteomics among different pig breeds have been published [25–27]. Another technology for characterizing molecular changes in skeletal muscle is analysis of the transcriptome. Recently, transcriptome studies have been applied to analyze differentially expressed genes (DEGs), identify novel genes, describe metabolic pathways, and forecast the relationship between genotypes and phenotypes [28–30]. Next-generation sequencing technology has provided a new tool to quantify transcriptomes and analyze gene expression on a global scale. Transcriptional and proteomic methods could be used to analyze the changes from the mRNA expression to the protein abundance. In addition, post-transcriptional regulation is very important for mRNA stability, translation initiation, and protein stability [31]. Thus, it is necessary to combine proteomic and transcriptional methods simultaneously to analyze skeletal muscle growth and development. Currently, several reports have presented results of both proteomic and transcriptional analyses. For instance, *longissimus dorsi* muscle (LM) proteome and transcriptome profiles of Yorkshire pig and Casertana pig breeds were compared using 2-DE and a microarray. As a result, a large number of genes were identified that are involved in glycolytic metabolism and skeletal muscle growth [32]. In addition, Kim et al. [33] also compared the LM proteome and transcriptome profiles of different pig breeds using 2-DE and a microarray.

In the present study, we performed transcriptomic and proteomic analyses, along with functional enrichment of Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, to characterize the expression profiles in the LM of Shaziling and Yorkshire pigs. The aim of this study was to reveal the differences in breed-related protein and transcript expression patterns between the two breeds. These results could provide an insight into the mechanisms of growth and development of porcine skeletal muscle.

## Methods

### Sample preparation

Three 25-day-old, male full-sibs for each of Shaziling pigs and Yorkshire pigs were slaughtered following the Animal Care Guidelines of the Ethics committee of Hunan Agricultural University. Samples of LM were collected from the same area of the ribs and placed in liquid nitrogen immediately. All samples were kept at −80 °C after collection until used.

### Protein extraction

The frozen LM tissues (100 mg) from Shaziling pigs and Yorkshire pigs were crushed in a mortar containing liquid nitrogen and were then sonicated for 10 s using a Sonoplus (Bandelin Electronic, Berlin Germany). The crushed tissue was homogenized in 1 mL of cold dissolution buffer containing 7 M urea, 2 M thiourea, 1 % dithiothreitol (DTT), 4 % (w/v) CHAPS, 20 μL protease inhibitor cocktail (BBI, Canada), and 2 % (v/v) pharmalyte (pH 3–10; BioRad, Hercules, CA, USA). The homogenate was centrifuged at 15,000 × g, for 20 min at 4 °C. The supernatant fraction was filtered and kept at −80 °C for subsequent analysis. The total protein content was determined using a Bradford assay kit (Bio-Rad).

### 2-DE and images analysis of gel

Approximately 100 μg of extracted protein was diluted with rehydration buffer [8 M urea, 2 M thiourea, 50 mM DTT, 4 % (w/v) CHAPS, and 0.5 % carrier ampholytes (pH 3–10, Bio-Rad)]. The mix was loaded onto 13-cm, nonlinear, immobilized pH gradient strips (IPG, pH 3–10; BioRad), which were rehydrated overnight. After rehydration, first-dimension isoelectric focusing was carried out at 20 °C at 30 V for 12 h, 500 V for 1 h, 1000 V for 1 h, and then gradually increased to 8,000 V. Isoelectric focusing was performed using an Ettan IPGphor III system (GE Healthcare, USA) gel apparatus. The focused IPG strips were incubated for 15 min in equilibration buffer containing 6 M urea, 50 mM Tris–HCl, pH 8.8, 30 % glycerol, 2 % sodium dodecyl sulfate (SDS), and 1 % DTT. Then, strips were then incubated again for 15 min in a buffer containing 6 M urea, 50 mM Tris–HCl, pH 8.8, 2 % SDS, 30 % glycerol, and 4 % iodoacetamide. In the second dimension, the equilibrated IPG strips were placed onto SDS polyacrylamide gels (12.5 % T, 2.6 % C) for protein separation using the Ettan DALT six electrophoresis system (GE Healthcare). When the bromophenol blue dye front reached the bottom of the gel, electrophoresis was stopped and analytical gels were subjected to silver staining and Coomassie blue was used to stain preparative gels before identification by MS. Each sample was analyzed in triplicate.

### Spot choosing and tryptic digestion

Gel images were scanned using an Image Scanner UMax Powerlook 2110XL (GE Amersham) and analyzed using Image Master 2D Platinum software Hofer SE 600 (Version 5.0; GE Amersham). The protein spots were compared automatically using the software, including matching and quality. Spots whose average density was different by more than 1.5-fold between the two pig breeds were analyzed and marked. The differentially abundant spots were cut out from the preparative gel carefully and washed twice with 200 μL of 50 mM ammonium bicarbonate with 50 % acetonitrile and incubated for 15 min at room temperature. The gel pieces were swollen in a digestion solution containing 5 μL of 25 mM ammonium bicarbonate and 10 ng of trypsin at 4 °C for 30 min; in-gel tryptic digestion was run overnight at 37 °C. Subsequently, the supernatant was extracted twice with solvent A (80 % acetonitrile, 0.1 % trifluoroacetic acid) for 15 min at 3 °C. Finally, the digested tryptic peptides were passed through a Zip-Tip to remove salts, according to the manufacturer’s protocol.

### Mass spectrometry

The samples were stored at −70 °C before analysis by MALDI-TOF/TOF. Protein identification was performed using a 5800 MALDI-TOF/TOF mass spectrometer (AB SCIEX) according to the manufacturer’s instructions. Mass spectra were acquired in reflector mode, and recorded in the range of 800–4,500 Da. Eight of the most intense ion signals were selected as precursors for the acquisition of MS/MS. The resulting peptide masses were submitted into the database of the National Center for Biotechnology Information non-redundant (NCBI nr) and the Swiss-Prot database using the Mascot server (Matrix Science, London, UK) to identify proteins. The search parameters were set at ± 100 ppm for peptide-mass mapping (PMF), peptide tolerance and ± 0.4 Da for the MS/MS tolerance.

### RNA isolation and transcriptome analysis

Total RNA was extracted from the LM of the two breeds of the pig using the total RNA extraction kit (Qiagen, Valencia, CA, USA), in accordance with the manufacturer’s instructions. The RNA quantity and integrity were checked using a NanoDrop 2000 spectrophotometer and bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). A TruSeq RNA Sample Preparation kit v2 (Illumina, San Diego, CA, USA) was used to construct cDNA libraries. Subsequently, the libraries were sequenced using an Illumina HiSeq 2500 instrument (Illumina, San Diego, CA, USA) that generated paired-end reads of 100 bp.

### *De novo* assembling and functional annotation of reads

Raw sequencing reads of each sample were trimmed and assembled *de novo* using CLC Genomics Workbench (CLC Bio, Aarhus, Denmark). After the adapter sequences, ambiguous bases and sequences less than 20 nucleotides were removed, credible contigs generated by *de novo* sequence assembly. The assembled contigs were annotated against the UniProt and NCBI non-redundant (nr) database using BlastX alignment with an E-value cut off of <1e-5. Based on the annotation results, GO terms were extracted using Blast2GO (http://www.blast2go.com) and the results were classified as biological processes, cellular components, and molecular functions. The EuKaryotic Orthologous Groups (KOG) and KEGG databases were used to predict the functions and define the main metabolic pathways, separately.

### Gene expression quantification and differential expression analysis

The expression level of each gene was calculated using the reads per kb per million reads values by the Qualimap v0.5 software [34]. The DEGseq program [35] and R packages were used to identify significantly DEGs between Shaziling pigs and Yorkshire pigs. In this study, the criteria were a fold change (FC) greater than two and cut-off of the false discovery rate of 5 %. For the unigenes that were considered as having differential expression, GO functional enrichment was carried out when the P value was less than 0.05. DEGseq provides statistical routines for determining DEGs.

### Validation of DEGs by quantitative real-time PCR (qPCR)

To validate the expression level of the DEGs, eight DEGs from 2-DE results were analyzed by using qPCR. These genes included Enolase 3 (*ENO3*); ATP synthase subunit beta, mitochondrial (*ATP5B*); Enolase 1 (*ENO1*); Triosephosphate Isomerase (*TPI*); alpha-actin (*ACTA1*); actin, alpha, cardiac muscle 1 (*ACTC1*); myosin light chain, phosphorylatable, fast skeletal muscle (*MYLPF*); and heat shock protein 27 (HSPB1), which mainly belonged to metabolic pathways and structural proteins. Total RNA was extracted from the LM of Shaziling and Yorkshire pigs using the Trizol reagent (Invitrogen, CA, USA), according to the manufacturer’s instructions, and the RNA was treated with RNase-free DNase (Qiagen, Valencia, CA, USA). The quality and concentration of the total RNA was evaluated by gel electrophoresis. The cDNA synthesis of samples was performed using the Quantitect Reverse Transcription kit (Qiagen). The primers (Table 1) were designed by the Roche Universal Probe Library Assay Design Center (https://www.roche-applied-science.com) and synthesized by Sangon Biotechnology Corporation (Shanghai, China). qPCR was performed on an Applied Biosystems 7300 Real time PCR system (Applied Biosystems, USA) with the SYBR Premix Ex Taq Kit (Takara Biotechnology, Japan) in a 20-μL PCR mix. *GAPDH* was used as the reference gene to measure the expression levels of mRNA between the samples and data were calculated by the 2^−ΔΔCt^ comparative CT method [36].

**Table 1:** Primer sequences for the quantitative real-time PCR amplification of the differential expressed genes in Shaziling and Yorkshire pigs

Genes	Primer sequences (5′-3′)	Product size	GenBank sequence no.
HSPB1	F: CGGCAGGATGAGCACGGCTTCA R: GCGCCTCGAAAGTGACAGGGATGG	184 bp	gi|55926209
ENO1	F: GGGGCCTCAACTGGGATCTACGA R: TCCGTGCCGTCCATCTCAATCA	191 bp	gi|753703906
ATP5B	F: CCCTTCTGCGGTGGGTTAT R: CACGGGACAGCACAGTGGTAG	188 bp	gi|89574051
TPI1	F: CAGAGCACCCGCATCATTTACG R: AAGCGCCACCCACAAGGAAC	100 bp	gi|262263205
ACTC1	F: GGGGATGGCGTAACCCACA R: GGCAAGGCATAGCCCTCGTAA	50 bp	gi|545801458
MYLPF	F: GGCGGCAACGTGGACTACAA R: GGCCATCAAAGACCGAAGAGG	94 bp	gi|117660856
ENO3	F: CGGGAAGGACGCCACCAAT R: CCGTTGCGGTAGAACTCAGATGC	165 bp	gi|113205498
ACTA1	F: TCAGGAAGGACCTGTATGCCAACAA R: TGGACAGCGAGGCCAGGATG	186 bp	gi|268607671

## Results and discussion

### Identification of differentially abundant proteins by 2-DE and MS

The *Longissimus dorsi* proteomes from the two pig breeds were analyzed by the 2-DE technique. Thirty-eight protein spots (Fig. 1) were significantly different (FC >1.5) between the two breeds: 27 protein spots were upregulated in Shaziling pigs and 11 in Yorkshire. The differentially abundant protein spots were identified by MALDI-TOF/TOF-MS: two spots could not be identified successfully; however, the 36 remaining spots were identified by matching peptide data to the UniProt database. The characteristics of the identified proteins and the identification parameters are listed in Table 2. Some of the identified proteins were resolved as multiple spots. For example, spots 2480, 2654, and 2659 represented the same protein and showed similar quantitative trends. Ultimately, 23 different proteins were identified.

**Fig. 1:**
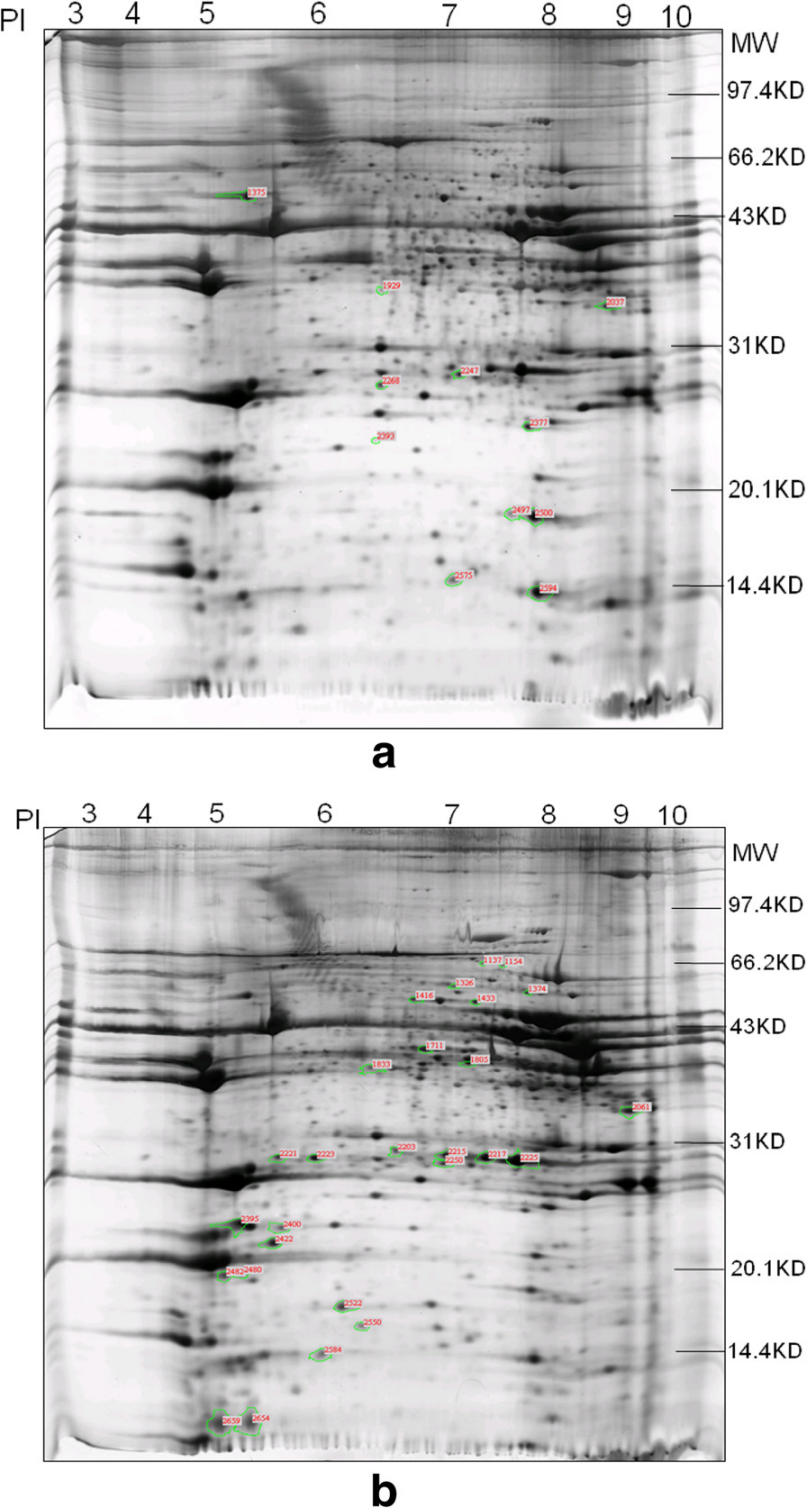
2-DE map of *longissimus dorsi* musle from Yorkshire and Shaziling pig breeds. Scanned 2-DE image of separated using an IPG pH 3–10 strip in the first dimension (12 cm, BioRad, USA), and 12.5 % SDS gel in the second dimension. Tag show 38 spots that were significantly changed between the two breeds [**a** Yorkshire pigs (up-regulation), **b** Shaziling pigs (up-regulation)]

**Table 2:** Protein differentially expressed for Shaziling pig breeds and Yorkshire were identified by 2-DE and MALDI-TOF-MS/MS

Sport no	NCBI accession number	Protein name	Mr, kDa theor	pI theor	No. of peptides identified	Mascot score	Sequence coverage	Expect^e^
Up-regulated in Yorkshire pigs								
1375	gi|89574051	mitochondrial ATP synthase, H^+^ transporting F1 complex beta subunit, partial, ATP5B	47059.6	4.99	16	1180	46 %	5.8e-11
1929	gi|283993079	L-gulonate3-dehydrogenase	35433.2	5.79	14	417	51 %	1.2e-03
2268	gi|545835136	PREDICTED: NADH dehydrogenase ubiquinone flavoprotein 2 isoform X1	25812.2	6.96	14	435	60 %	1.8e-039
2247	gi|55926209	heat shock protein beta-1	22984.7	6.23	9	423	41 %	2.9e-03
2393	gi|809283	Chain B, Structure Determination Of Aquomet Porcine Hemoglobin At 2.8 Angstrom Resolution	16082.4	6.76	12	511	86 %	4.6e-04
2377	gi|545848507	PREDICTED: alpha-crystallin B chain isoform X2	20116.4	6.76	9	212	51 %	3.7e-01
2497	gi|494389	Chain A, High Resolution X-Ray Structures Of Pig Metmyoglobin	16901.8	6.5	9	529	59 %	7.3e-04
2500	gi|494389	Chain A, High Resolution X-Ray Structures Of Pig Metmyoglobin	16901.8	6.5	12	596	82 %	1.5e-05
2575	gi|55926217	cytochrome c oxidase subunit 5B, mitochondrial precursor	14002	8.8	8	334	46 %	2.3e-02
2594	gi|809283	Chain B, Structure Determination Of Aquomet Porcine Hemoglobin At 2.8 Angstrom Resolution	16082.4	6.76	9	400	67 %	5.8e-03
Up-regulated in Shaziling pigs								
2480	gi|117660856	MYLPF	19.0	4.8	6	110	36 %	5.8e-00
2395	gi|117660874	MLC1f	21018.6	4.9	11	444	60 %	2.3e-40
2654	gi|117660856	MYLPF	19066.3	4.8	9	347	49 %	1.2e-03
2422	gi|117660890	MLC3f	16761.2	4.6	4	250	29 %	2.3e-02
2659	gi|117660856	MYLPF	19066.3	4.8	6	144	27 %	2.3e-01
2400	gi|545858131	keratin, type I cytoskeletal 10 isoform X2	58318.6	4.9	16	190	21 %	5.8e-01
2482	gi|117660856	MYLPF	19066.3	4.8	16	600	86 %	5.8e-05
2522	gi|117660874	MLC1f	21018.6	4.9	8	190	40 %	5.8e-01
1154	gi|545845559	PREDICTED: fibrinogen beta chain isoform X2	50399.8	7.94	18	gi|545845559	43 %	4.6e-03
2225	gi|262263205	triosephosphate isomerase 1	26878.9	6.54	14	463	74 %	2.9e-04
2203	gi|262263205	Triosephosphate somerase 1	26878.9	6.54	17	774	77 %	2.3e-07
1326	gi|311247991	PREDICTED: pyruvate dehydrogenase protein Xcomponent-like isoform	54036.4	8.3	12	317	28 %	1.2e-02
1416	gi|545801458	PREDICTED: actin, alpha cardiac muscle 1 isoform X1	42334	5.2	10	313	31 %	2.9e-02
2250	gi|262263205	Triosephosphate isomerase 1,TPI1	26878.9	6.5	17	795	82 %	1.8e-07
2584	gi|314907119	A-FABP adipocyte fatty acid-binding protein	14780.6	6.2	8	371	56 %	4.6e-03
1433	gi|545833443	PREDICTED: alpha-enolase isoform X1	38172.7	8.93	12	377	41 %	1.2e-03
2221	gi|55926209	HSPB1 heat shock protein beta-1	22984.7	6.23	8	236	31 %	1.5e-01
1805	gi|545859898	PREDICTED: beta-enolase isoform X1	48154.9	8.52	17	414	40 %	2.3e-03
2550	gi|545805333	PREDICTED: 14 kDa phosphohistidine phosphatase isoform X2	14036.8	5.91	14	454	74 %	2.3e-04
2217	gi|262263205	triosephosphate isomerase 1	26878.9	6.54	16	701	82 %	4.6e-06
1711	gi|46389777	troponin T fast skeletal muscle type	30720.1	8.68	14	423	41 %	2.9e-03
1137	gi|545845559	PREDICTED: fibrinogen beta chain isoform X2	50399.8	7.94	15	289	34 %	7.3e-02
2215	gi|262263205	triosephosphate isomerase 1	26878.9	6.54	18	684	76 %	2.3e-06
2223	gi|55926209	HSPB1 heat shock protein beta-1	22984.7	6.23	10	371	42 %	4.6e-03
1833	gi|545832797	PREDICTED: troponin T, slow skeletal muscle isoformX1	32449.6	5.54	9	418	32 %	9.2e-03
1374	gi|268607671	actin, alpha skeletal muscle	42366	5.23	11	348	35 %	9.2e-03

^e^Number of times we would expect to obtain an equal or higher score by chance

### Function analysis of differentially expressed proteins

To further determine the functions of the differentially abundant proteins, functional categorization of all the identified proteins was performed using GO annotation. The annotated results of biological process are shown in Fig. 2. The 23 differential proteins were grouped into 11 categories. We focused on the categories of fatty acid metabolism, glycolytic pathway, and skeletal muscle growth and development. The result of enrichment analysis revealed that some of the identified proteins had an important impact on meat quality. For example, TPI plays an important role in ensuring immediate equilibration of the triosephosphates produced by aldolase in glycolysis, which is interconnected with lipid metabolism and to the pentose phosphate pathway [37]. In addition, a previous report showed that a quantitative increase in TPI was positively correlated with more tender meat [38].

**Fig. 2:**
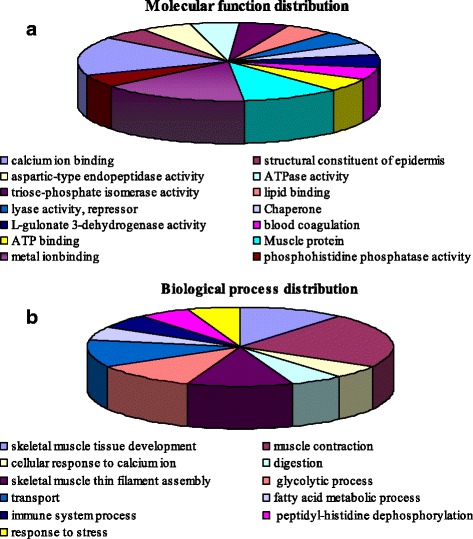
GO annotation of different proteinic spots (**a**: molecular function distribution, **b**: Biological process distribution)

Enolase 3 was another metabolic enzyme that was differentially abundant between the two breeds. Enolase 3 is a crucial enzyme in glycolysis that catalyzes the interconversion of diphosphoglycerate and phosphoenolpyruvate. Pig muscle Enolase 3 was investigated some time ago [39]. Many isoforms of Enolase 3 have been confirmed to have an influence on IMF in pigs [20, 40].

Muscles are composed primarily of different muscle fibers. Muscle fiber type is an important factor influencing meat quality [41]. For example, increasing the percentage of type IIb fibers could lead to the reduced meat quality because of altered metabolic rates and biochemical processes [42]. ACTA1 is a member of the actin family and is a major constituent of the contractile apparatus in skeletal muscle. Previous reports showed that alpha-actin levels positively correlate with the synthesis of muscle fiber proteins and muscle growth [43]. In this study, ACTA1 was differentially abundant between the two pig breeds.

Heat shock proteins (HSPs) including HSPA1, HSPA8, HSPB1, and other chaperone proteins have been associated with pig meat quality [44, 45]. In the present study, HSPB1 was more abundant in the Shaziling pig compared with the Yorkshire pig. This observation suggested that HSPB1 is correlated with meat quality. In addition to tenderness, further research is needed to confirm whether the IMF content of meat is affected by the expression of HSPB1.

### Illumina sequencing and *de novo* assembly

Sequencing generated 30,751,992 and 35,933,274 100-bp paired-end reads from cDNA libraries of Shaziling and Yorkshire pigs, respectively. After trimming of low-quality reads and the removal of adapters, 29,522,984 and 34,937,710 reads were used for *de novo* assembly. 

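The RNA-seq data came from the LM of 3 male full-sib pigs of each breed, slaughtered at 25 days of age. Shaziling is an indigenous Chinese breed and Yorkshire is a lean breed with rapid growth. The authors deposited 1 table with a column of reads and a column of RPKM values (reads relative to the length of the unigene and to the number of reads in the library) for each breed. Each column name lists 3 animals and the breed. The paper's text does not say whether the RNA of the 3 pigs was pooled before sequencing or their reads were merged afterwards, so the values of a breed are treated as 1 library. The sample titles name the same breeds as the columns and were followed here, while another descriptive field of the sample record attaches the indigenous class to the Yorkshire sample and the lean class to the Shaziling sample. No spread between pigs could be computed, so each difference below has no replicate check, and breed could not be separated from litter. The table used here listed 65535 unigenes, and the paper's reported number is 79320. The authors' list of DEGs (Table S3), whose copy used here holds 484 unigenes where the paper's reported number is 488, includes 77 unigenes outside the table, among them abundant ones of ENO3 and GAPDH. Lengths, shares of matches, shares of reads in the table, RPKM sums and scalings therefore describe the listed unigenes, except where Table S3 is named. On these listed unigenes 29537057 reads were counted in the Yorkshire library and 20575805 in the Shaziling library. The RPKM values corresponded to a library total of 33949238 reads for Yorkshire and 28305925 for Shaziling, the same total for each unigene of a library. The unigenes of the table therefore held 87.0% of the Yorkshire total and 72.7% of the Shaziling total. The paper's numbers of reads after trimming are 34937710 and 29522984, and the RPKM values use the former totals. According to the methods, the reads of both breeds were assembled with CLC Genomics Workbench and RPKM values were computed with Qualimap. The reads and RPKM values were used here as deposited. Log2 fold changes compare log2(RPKM + 1) in the Shaziling library with the Yorkshire library, which understates the change of unigenes with low RPKM. Ratios compare RPKM values without a pseudocount, and their 95% confidence intervals are exact (Clopper-Pearson) intervals on the reads. These intervals cover counting error only. Where a library had 3 reads or fewer, the fold is a lower bound computed at 3 reads, which correspond to an RPKM of 0.0884 in Yorkshire and 0.106 in Shaziling for a unigene of 1 kb.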

The reads were assembled into 86,759 contigs (N50 = 939 bp) ranging from 100 to 49,881 bp, with an average length of 672 bp. Thereafter, the contigs were assembled into scaffolds (N50 = 1028 bp) with a mean length of 713 bp. 

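The unigenes of the deposited table had a summed length of 48143044 bp, a mean of 735 bp, a median of 401 bp and an N50 of 1115 bp. The longest had 66767 bp and the shortest 200 bp. Every unigene had reads in 1 or both libraries, and the 58464 unigenes with reads in both had an N50 of 1226 bp. Unigenes from 200 to 400 bp made up 49.7% of the table (32560 unigenes). They received 1.26% of the Yorkshire reads and 2.17% of the Shaziling reads in the table, with a median of 10.0 reads over both libraries. The 4692 unigenes of 2000 bp or longer made up 7.16% of the table, received 83.6% of the Yorkshire reads and 68.8% of the Shaziling reads, and had a median of 1034 reads.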

After the final assembly of scaffolds using CAP3 [46], we obtained 79,320 unigenes (N50 = 1112 bp) with an average length of 733 bp and a maximum of 66,767 bp. The length distribution of the assembled unigenes is shown in Fig. 3. The result of the assembly is shown in Table 3. The transcriptome data have been submitted to the NCBI GEO database under accession number GSE70673.

**Fig. 3:**
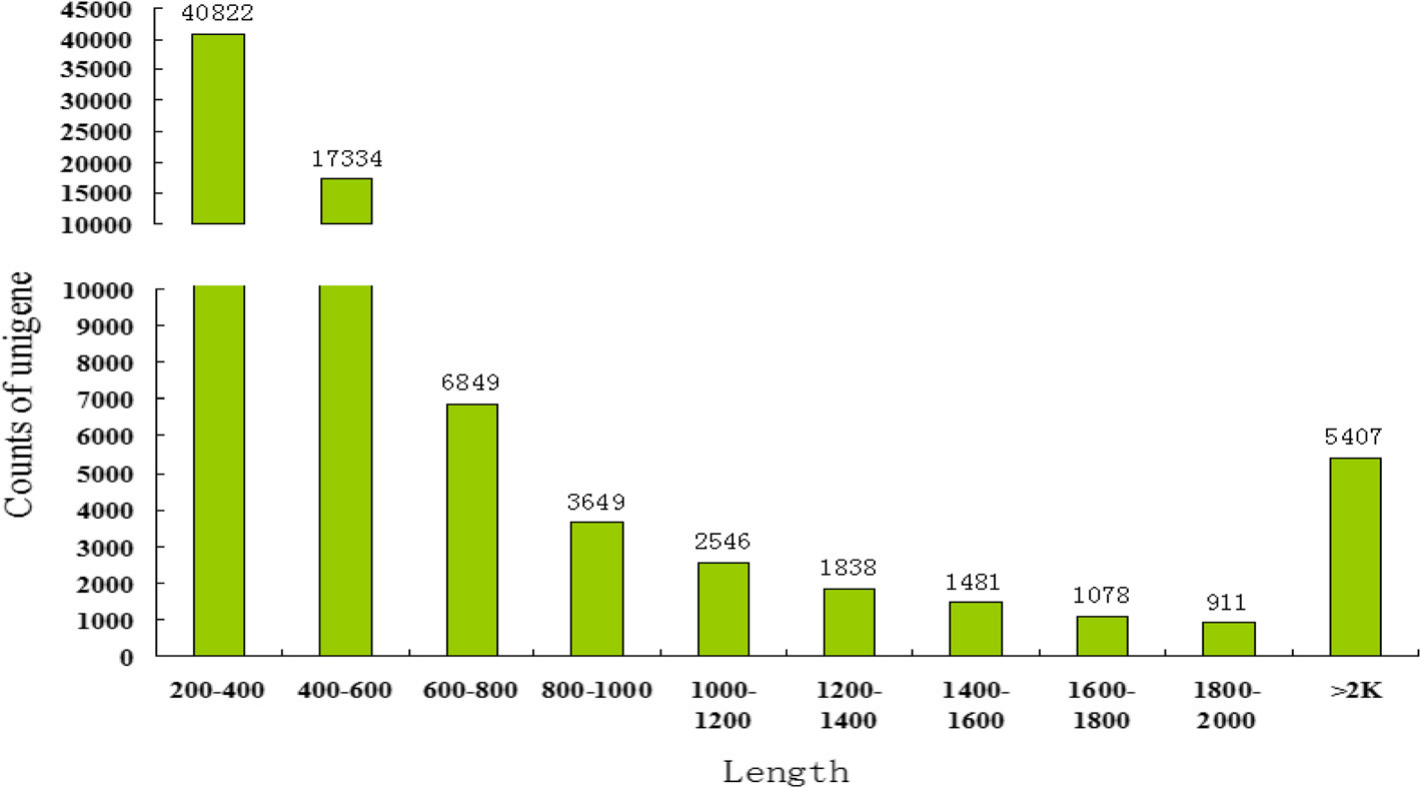
Length distribution of the assembled final unigenes of Illumina sequences

**Table 3:** Statistical summary of the *longissimus dorsi* muscle transcriptome for assembling

Statistics	Counts	Average length (bp)	N50 (bp)	Longest length (bp)	Total length (bp)
Contigs	86,759	672	939	49,881	58,319,316
Scaffold	81,915	713	1028	66,767	58,377,616
Unigenes	79,320	733	1112	66,767	58,152,234

### Functional annotation of *longissimus dorsi* transcripts

To validate and annotate the protein functions of the 79,320 assembled unigenes, they were searched against the NCBI nr and UniProt protein database using the BLAST program (E-value cutoff <1e^−5^). Of the 79,320 assembled unigenes, 23,055 sequences (29.07 %) were assigned to the nr database, and 25,784 sequences (32.50 %) were found to have significant similarity with proteins in the UniProt database (Table 4). 

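In the deposited table, 21369 unigenes (32.6%) carried a protein match in the nr database. They were assigned to 18010 distinct proteins, of which 1882 were matched by more than 1 unigene. The matched unigenes had a median length of 715 bp and an N50 of 2222 bp, and 78.2% of them reached an RPKM of 1 in 1 or both libraries. Matches in the UniProt database were not analysed here.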

Approximately 30 % of all assembled unigenes was perfectly matched to the Uniprot database and the nr database, respectively. Thus, most of the assembled unigenes were unknown, indicating that many new genes and non-coding RNA sequences were obtained. 

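The 44166 unigenes without a protein match (67.4% of the table) had a median length of 356 bp, and the longest had 8195 bp. Their median RPKM was 0.591 in the Yorkshire library and 0.752 in the Shaziling library, against 1.24 and 1.96 for the unigenes with a match. Together they received 3.74% of the Yorkshire reads and 5.93% of the Shaziling reads in the table, and 46.7% of them reached an RPKM of 1 in 1 or both libraries. From the share of unigenes without a match, the paper concludes that many new genes and non-coding RNA sequences were obtained.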

Generally, direct sequencing of transcriptomes is considered an effective tool to discover new genes [47, 48] and has been applied to various organisms [49, 50]. These unigenes provided much valuable information for further identification of genes related to development of the *longissimus dorsi*.

**Table 4:** Functional annotations using transcript BLAST analyses

Public database	Hit unigenes number	Percentage (hit/total) %
Annotated in nr	23,055	29.07
Annotated in UniProt	25,784	32.50
Annotated in GO	23,702	29.8
Annotated in KOG	16,171	20.3
Annotated in KEGG	16,755	21.1

### Functional classification of unigenes

GO is an extremely useful tool to classify the functions of a large quantity of genes, and is an international standardized gene functional classification system. GO analysis has been widely applied to predict the functions of genes in many organisms. Three ontologies, cellular component, molecular function, and biological process, are shared in the GO database. In this study, of the annotated unigenes, 23,702 could be assigned to the biological process (BP, 111,204 sequences), cellular components (CC, 68,072), and molecular functions (MF, 30,087) (Fig. 4) using the Blast2GO program [51]. In the biological process, the majority of unigenes were involved in catalytic activity and transcription factor activity, indicating that they might play a key role in the regulation of skeletal muscle development. In cellular components, organelle, membrane, cell, and cell part were prominently represented. For molecular functions, “catalytic activity” and “binding” represented the majority of the category.

**Fig. 4:**
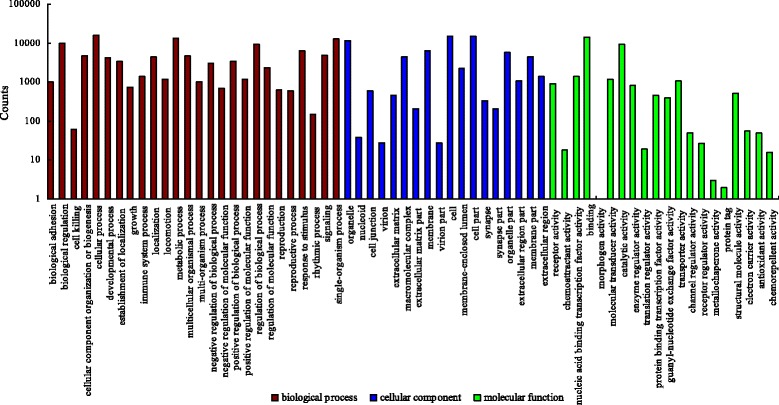
Column chart presentation of GO classification of unigenes

To further evaluate the function of the unigenes, KOG classification of all the unigenes was performed, and 16,171 unigenes could be assigned to 25 categories (Fig. 5). Among the 25 KOG categories, the highest proportion of unigenes matched to “signal transduction mechanisms” (13.8 %), followed by cluster for “general function prediction only” (12.6 %), “post-translational modification, protein turnover, chaperones” (9.8 %), and “carbohydrate transport and metabolism” (5.8 %). The KEGG pathway database is a powerful tool for the analysis of gene function in terms of gene networks [52]. To identify the biological pathways of transcriptome from the LM, all unigenes were submitted to KEGG pathway analysis. A total of 16,755 unigenes were assigned to 278 KEGG pathways (Additional file 1: Table S1), which fell into five main categories, including metabolism, environmental information processing, genetic information processing, cellular processes, and organism systems. Among the five main categories, the metabolism pathway represented the largest number of the unigenes (1013). These metabolic pathways were mainly carbohydrate metabolism, energy metabolism, amino acid metabolism, and lipid metabolism, which provided a valuable resource to investigate muscle growth and lipid metabolism processes.

**Fig. 5:**
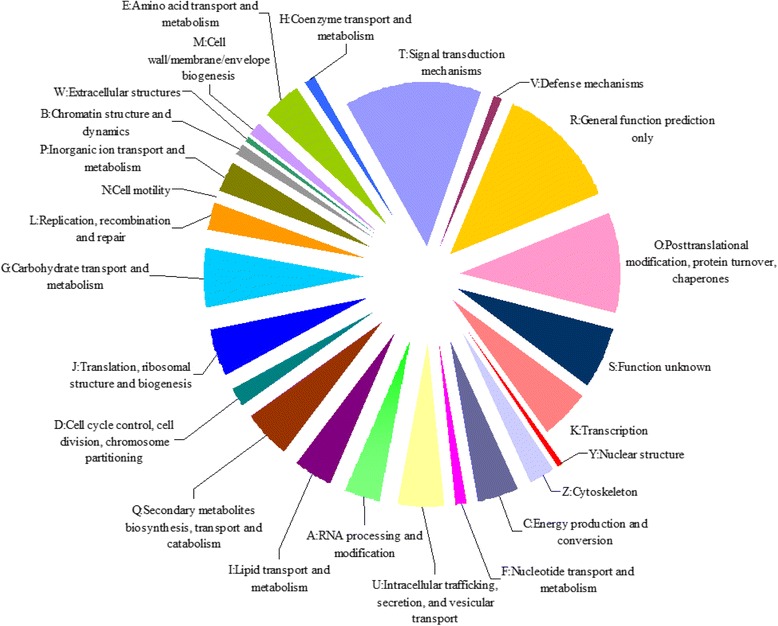
KOG functional classification of transcriptome

### Identification and analysis of DEGs

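Because an RPKM value is relative to all reads of its library, a transcript that takes many reads in one library lowers the RPKM of the others there. The 10 unigenes with the most reads took 61.5% of the Yorkshire reads in the table and 31.5% of the Shaziling reads. A large part of this lay on 2 unigenes of mitochondrial genes. The unigene contig_3, with a length of 11617 bp and named for NADH dehydrogenase subunit 5 (NU5M_PIG), had 14896786 reads in Yorkshire and 3183422 in Shaziling, which is 43.9% and 11.2% of the library totals. Its RPKM was 37772 in Yorkshire and 9681 in Shaziling. The unigene contig_45, named for NADH dehydrogenase subunit 1 (NU1M_PIG), had an RPKM of 6876 in Yorkshire and 1562 in Shaziling. Over the unigenes of the table, the RPKM values summed to 282621 in the Yorkshire library and to 381209 in the Shaziling library. With the Table S3 unigenes outside the table, the sums were 313588 and 487697. Among the 2363 unigenes with an RPKM of 10 or more in both libraries, the median log2 ratio of Shaziling to Yorkshire was 0.35. When the 2 mitochondrial unigenes were left out of both library totals, this median was -0.36.

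**Figure D1:**
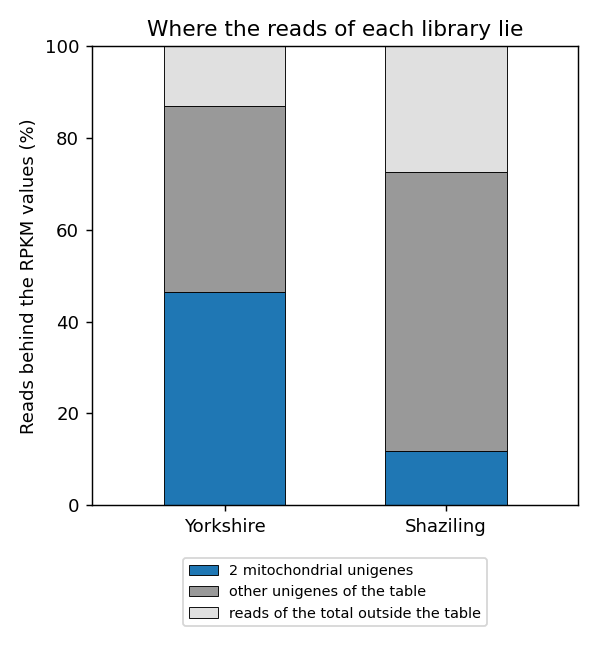
Share of the reads behind the RPKM values (%, vertical axis) in the Yorkshire and the Shaziling library that lies on the 2 mitochondrial unigenes, on the other unigenes of the deposited table and outside the table. The mitochondrial unigenes hold 46.4% of the Yorkshire reads and 11.8% of the Shaziling reads; each bar is 1 library.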

To identify the DEGs between the Shaziling and Yorkshire pigs, the relative expression of the genes was estimated using the RPKM value, which is a common method for estimating transcript levels [53]. 

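An RPKM of 1 or more in 1 or both libraries was reached by 37352 unigenes, and 20507 of these had an RPKM ratio of 2 or more between the libraries. Of the latter, 14786 (72.1%) were higher in the Shaziling library and 5721 in the Yorkshire library. The number depended on low RPKM values, since 1788 unigenes had this ratio among those with an RPKM of 10 or more in 1 or both libraries. The split between the breeds depended on the scaling of the libraries. Each scaling multiplied the Yorkshire RPKM only, so more unigenes reached the RPKM of 1, and those added were higher in Yorkshire after scaling. After rescaling the RPKM values to the same sum per library, 11366 unigenes were higher in Shaziling and 11025 in Yorkshire. With the Table S3 unigenes outside the table included in that sum, 9859 were higher in Shaziling and 14489 in Yorkshire, and with library totals that leave out the mitochondrial unigenes, 9374 were higher in Shaziling and 15986 in Yorkshire. With the RPKM values as deposited, 42.4% of the 304 unigenes with a mean RPKM of 100 or more were at least 2 times higher in Shaziling and 3.95% at least 2 times higher in Yorkshire.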

According to the RNA-seq analysis, DEGs were selected using the criteria of FC ≥2 and false discovery rate ≤0.05; the FC distribution of DEGs is shown in Fig. 6. A total of 488 unigenes were identified as DEGs between the two breeds, of which 297 were upregulated in the Shaziling pig and the 192 genes were upregulated in the Yorkshire pig. 

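The deposited table holds no p-values, so the reads of each unigene were compared with a two-sided exact binomial test against the library totals, with Benjamini-Hochberg adjustment over the 65535 unigenes. This test compares the 2 libraries and not the breeds. With a fold change of 2 and a false discovery rate of 0.05, 20430 unigenes differed between the libraries, of which 15788 were higher in Shaziling and 4642 in Yorkshire. Most of them were of low abundance, since 91.2% stayed under an RPKM of 10 in both libraries, and they had a median of 30 reads over both. No reads in one of the libraries were found for 5365, and 12432 had no protein match. After rescaling to the same RPKM sum, 9723 of the unigenes past the same thresholds were higher in Shaziling and 7760 in Yorkshire, and 7732 and 10515 with the Table S3 unigenes outside the table in that sum. With library totals that leave out the mitochondrial unigenes, 7147 were higher in Shaziling and 11495 in Yorkshire. The count changed most with the input of the test. The random sampling test of DEGseq, applied to RPKM values rounded to whole numbers, gave 466 unigenes, of which 284 were higher in Shaziling and 182 in Yorkshire, and an exact binomial test on the same rounded values, an alternative chosen after the data were seen, gave 401. Of the unigenes of Table S3 used here, 407 were found in the deposited table by their identifier, and in all 407 the RPKM values of both libraries were the deposited ones. With the DEGseq program and the criteria of its methods, the paper identifies the DEGs from the expression in the 2 libraries and states that more of them were upregulated in the Shaziling pig.

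**Figure D2:**
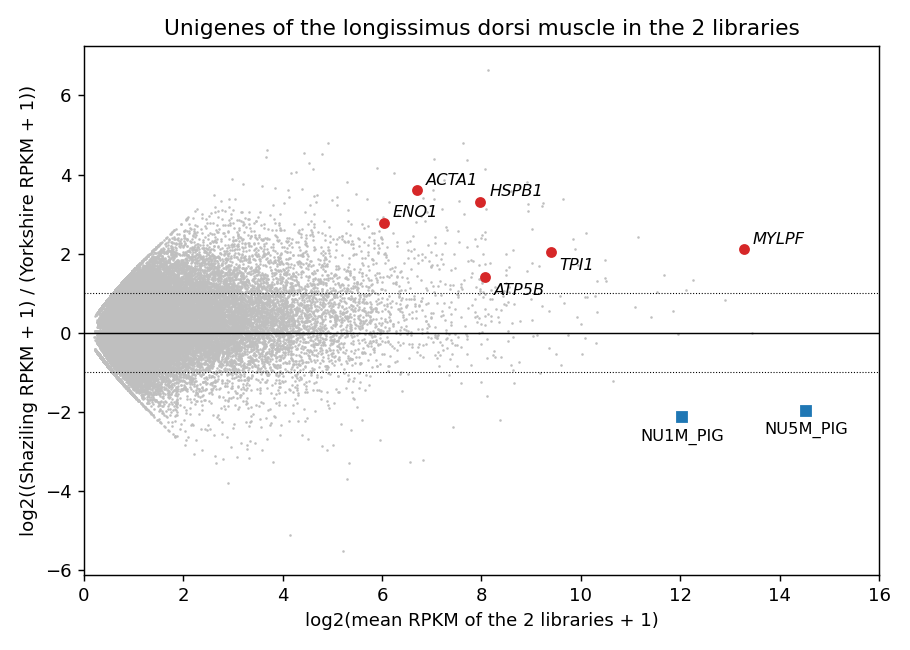
Each grey point is 1 unigene of the deposited table, with log2 of its mean RPKM + 1 over the 2 libraries on the horizontal axis and its log2 fold change (Shaziling over Yorkshire, RPKM + 1) on the vertical axis; dotted lines mark a fold change of 2. The 6 genes of the qPCR experiment found in the table (red) lie above 0, between 1.42 and 3.60, and the 2 mitochondrial unigenes (blue) lie at -1.96 and -2.14. The highest red point is ACTA1 by contig_2810, since its more abundant unigene lies outside the table.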

To better explore the functions of the DEGs, GO functional analysis was carried out. The results indicated that 488 DEGs were significantly enriched in 208 GO categories (Additional file 2: Table S2). Notably, some of the categories are involved in the metabolic process and the regulation of skeletal muscle development.

**Fig. 6:**
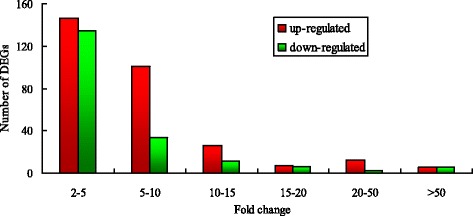
The fold change distribution of up- and down-regulated DEGs. Green bars refer to down-regulated DEGs and red bars refer to up-regulated DEGs in Shaziling pigs compared with Yorkshire pigs. The X axis shows fold change of DEGs and the Y axis number of DEGs

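Among the 1788 unigenes past the thresholds on the reads that had an RPKM of 10 or more in the higher library, 1487 were higher in Shaziling and 301 in Yorkshire. A fold change from 2 to 5 was found for 1134 of those higher in Shaziling and for 247 of those higher in Yorkshire. From 5 to 10, there were 255 and 33 unigenes, respectively. From 10 to 15, there were 56 and 11, from 15 to 20, 12 and 4, and from 20 to 50, 22 and 2. A fold change of 50 or more, or no reads in the lower library, was found for 8 unigenes higher in Shaziling and 4 higher in Yorkshire.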

### qPCR analysis

To evaluate the proteomics and transcriptomics results, the expressions of eight genes were determined in the two pig breeds by qPCR on the basis of their different influence on the formation of meat flavor and skeletal muscle development. Four of the genes encoded proteins involved in glycolysis and fat deposition (*ENO1*, *ENO3*, *ATP5B*, and TPI1), three encoded proteins that correlated with synthesis of muscle fiber proteins (*MYLPF*, *ACTA1*, and *ACTC1*) and the *HSPB1* gene, whose encoded protein plays a crucial role in maintaining cellular homeostasis [54] and protects against stress [23]. The fold-changes in expression of the eight genes were compared with the transcriptomics and proteomics analysis results. 

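Of the 8 genes, 6 were found in the deposited table. All 6 had a higher RPKM in the Shaziling library, with a median log2 fold change of 2.45, and this direction was the same under each scaling of the libraries that was tried. The largest effect of another setting was seen with library totals that leave out the mitochondrial unigenes, under which the median was 1.75. MYLPF (contig_105, 744 bp) had 94534 reads and an RPKM of 3743 in Yorkshire, and 339564 reads and an RPKM of 16124 in Shaziling. Its ratio was 4.31 (95% confidence interval 4.28 to 4.34), and a shorter unigene of the same protein, contig_1747, had a ratio of 5.75. ACTA1 was represented by contig_2810 (878 bp), with 445 and 4769 reads, an RPKM of 14.9 and 192, and a ratio of 12.9 (95% confidence interval 11.7 to 14.2). Actin transcripts resemble each other in sequence, so the division of reads among them can be uncertain. In the authors' deposited table of DEGs (Table S3), a longer unigene of the same actin, contig_14, has an RPKM of 11154 in Yorkshire and 39137 in Shaziling. Its ratio is 3.51, so the median of 2.45 would be lower with contig_14 in place of contig_2810. For ENO3 (contig_111), the authors' deposited table of DEGs gives 1775 in Yorkshire and 6532 in Shaziling, and ACTC1 was not analysed here.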

As shown in Fig. 7, the qPCR results revealed that five genes were in agreement with the RNA-Seq results and six genes showed a similar trend to proteomics results. In the present research, we also observed different expression trends between the proteomics and transcriptome analyses.

**Fig. 7:**
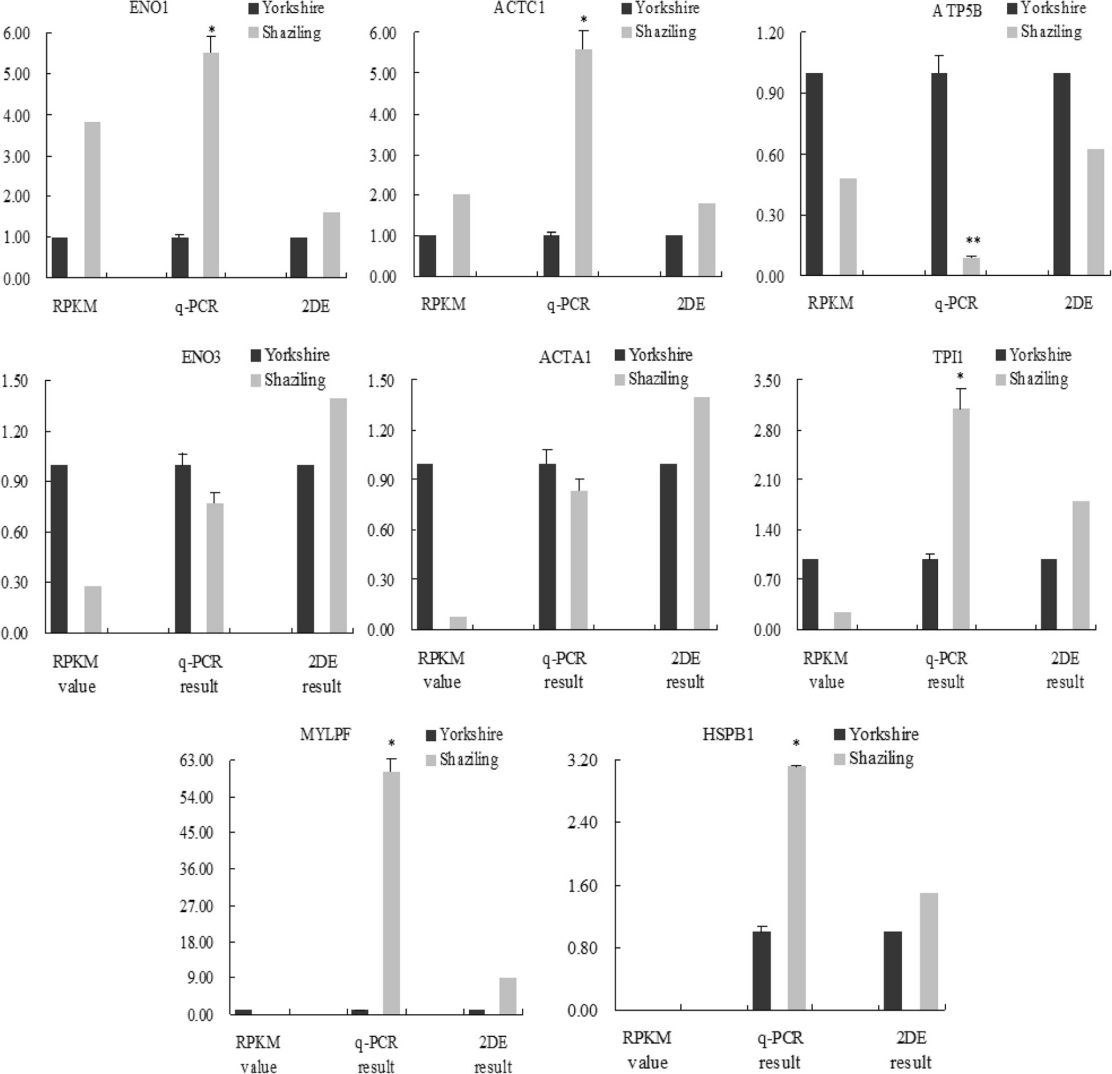
qRT-PCR validation of the differentially expressed genes analyzed by RNA-seq and 2-DE. qRT-PCR was performed for eight genes that were identified as differential expressed genes between the Yorkshire and Shaziling pig breeds. The Y axis shows the relative expression levels

### Correlation analysis of mRNA and protein expression

RNA-seq analyses identified 488 DEGs (Additional file 3: Table S3), of which 297 were upregulated in the Shaziling pig and 192 in the Yorkshire pig. 

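The unigenes with a protein name, an RPKM of 10 or more in the higher library and ratios among the largest were taken as examples. Higher in Shaziling, the unigene contig_4516 (307 bp, named for filamin C, FLNC_HUMAN) had 131 reads in Yorkshire and 3290 in Shaziling, a ratio of 30.1. A fragment of slow skeletal troponin I (contig_12631, TNNI1_RABIT) had 1 read in Yorkshire and 172 in Shaziling, so it was at least 68.8-fold higher. First_Contig211 (SMTL2_BOVIN) was 30.2 times and contig_31973 (DHRS7C) 23.1 times higher in Shaziling. In the other direction, 4 of the 5 unigenes were named for the open reading frames of LINE-1, a retrotransposon. Contig_8847 (LORF2_HUMAN) had 162 reads in Yorkshire and 4 in Shaziling, a ratio of 33.8, and contig_6396 (LORF2_MOUSE) had 72 reads against 1 and was at least 20.0-fold higher. The unigenes contig_1436 (LORF1_HUMAN) and contig_1659 (LORF2_HUMAN) were 10.1 and 9.63 times higher in Yorkshire. A fragment named for a fast myosin heavy chain, contig_9718 (MYH4_CANFA), was 11.1 times higher in Yorkshire, and its reads can be shared with other myosin heavy chains.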

Proteomics revealed identified 38 differentially abundant proteins, of which 27 protein spots were upregulated in the Shaziling pig and 11 in the Yorkshire pig. Similar to previous reports, the transcriptomics and proteomics data were divergent. 

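A unigene of the deposited table was found for 12 of the proteins of Table 2 that have a single direction there. For 6 of these 12, the direction of the RPKM values was the one given for the protein, and this number was the same under each scaling of the libraries and with the mean over all unigenes of a protein. Of the 8 proteins more abundant in Shaziling, 6 had a higher RPKM in the Shaziling library, and the exceptions were keratin 10 and PDHX. PDHX (contig_814) had 2060 reads in Yorkshire and 1250 in Shaziling, a ratio of Shaziling to Yorkshire of 0.728 (95% confidence interval 0.678 to 0.781). The more abundant of the 2 keratin 10 unigenes, contig_23155 (724 bp), had 49 and 21 reads and a ratio of 0.514, and the longer one, contig_9286 (2045 bp), had 45 and 48 reads and a ratio of 1.28. Neither passed the thresholds on the reads, and with the longest unigene of each protein, 7 of the 12 had the direction of the protein. Of the 4 proteins more abundant in Yorkshire, 0 had a higher RPKM in the Yorkshire library. Among these, hemoglobin beta (contig_8056) had 477 reads in Yorkshire and 4453 in Shaziling, a ratio of 11.2, and CRYAB (contig_4318) had a ratio of 8.87. L-gulonate 3-dehydrogenase (contig_22756) had a ratio of 3.28 (95% confidence interval 2.56 to 4.24). Troponin T of fast muscle and A-FABP, which were more abundant in Shaziling as proteins, had ratios of 2.63 and 1.86. Outside the deposited table, Table S3 gives ratios of 3.68 for ENO3 and 3.64 for contig_208 of MLC1f and MLC3f. These are in the direction of the proteins. They are not among the 12, and Table S3 lists DEGs only.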

In the present study, *ENO1* and *ACTC1* were overexpressed in Shaziling pigs, and *ATP5B* was overexpressed in Yorkshire pigs: only for these three genes were the proteomics results consistent with the transcriptomic results. 

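ENO1 was matched by 3 unigenes, all with a higher RPKM in Shaziling. The most abundant, contig_8755 (740 bp), had 391 reads and an RPKM of 15.6 in Yorkshire, and 2374 reads and an RPKM of 113 in Shaziling. Its ratio was 7.28 (95% confidence interval 6.54 to 8.13), with a log2 fold change of 2.79. The other ENO1 unigenes had log2 fold changes of 2.41 and 1.85. ATP5B (contig_1316, 1873 bp) had 9200 reads and an RPKM of 145 in Yorkshire, and 20593 reads and an RPKM of 388 in Shaziling. The ratio of Shaziling to Yorkshire was 2.68 (95% confidence interval 2.62 to 2.75). The log2 fold change of ATP5B remained above 0 under each scaling, between 0.70 and 1.42, and was above 1 after rescaling to a median log2 ratio of 0 (1.07). It was below 1 after rescaling to the same RPKM sum (0.99, and 0.78 with the Table S3 unigenes outside the table), with TMM scaling (0.98) and with library totals that leave out the mitochondrial unigenes (0.70).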

In 2009, Timperio and colleagues performed a comparative analysis of proteomics and transcriptomics from the livers of Chianina and Holstein Friesian cattle. The results indicated that only three of 39 differentially abundant proteins were validated by microarray analyses [55]. Other research also confirmed that proteomics and transcriptomics data seldom overlap [56]. These differences were probably caused by alternative splicing, differential regulation of translation, and annotation errors of databases [57]. Another aspect concerning little overlap between transcriptomics and proteomics data is biological factors [58]. Although proteomics and transcriptomics data have almost no overlap, interaction pathway analyses could indicate shared biological significance [33]. Taking this into consideration, the differentially abundant proteins and DEGs that converged in the same metabolic pathways, especially regulation of skeletal muscle development, were meaningful. Some of the proteins and upregulated gene transcripts in Shaziling pigs were found to be involved in the same metabolic pathways, particularly the glycolytic pathway (ENO1, TPI1, and HSPB1). ENO1, a glycolytic enzyme, is positively correlated with meat tenderness [59]. TPI is also a glycolytic enzyme, and has been shown to correlate with meat tenderness in porcine muscles [60]. 

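TPI1 was represented in the deposited table by 1 unigene, contig_1443 (2070 bp). It had 18327 reads in the Yorkshire library and 63252 in the Shaziling library, and its RPKM was 261 and 1079.5, respectively. The ratio of Shaziling to Yorkshire was 4.14 (95% confidence interval 4.07 to 4.21), and the unigene passed the thresholds of fold change and false discovery rate on the reads. Table 2 lists the TPI1 protein as more abundant in Shaziling.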

Notably, although the TPI1 result of proteomics and transcriptomics data did not match, pathway analyses of either DEG transcripts or proteins for the Shaziling samples were involved in a metabolic network. HSP proteins are related to protein folding and the oxidative stress response. In our research, HSPB1 was overexpressed in Shaziling pigs, and might be positively correlated with meat quality, which agreed with previous studies [61, 62]. 

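HSPB1 (contig_954, 868 bp, HSPB1_PIG) had 1331 reads and an RPKM of 45.2 in the Yorkshire library, and 11228 reads and an RPKM of 457 in the Shaziling library. The ratio was 10.1, with a 95% confidence interval of 9.56 to 10.7, and the log2 fold change was 3.31. The difference was observed between single libraries, and its spread between pigs is not known.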

Shaziling pigs have excellent meat quality like other Chinese indigenous pig breeds. The IMF content in Shaziling pigs is 3.5 %, in Jinhua pigs it is 3.38 %, and in Lantang pigs it is 2.46 %. By contrast, Yorkshire pigs and Landrace pigs have IMFs of 1.79 % [7, 63]. Increased IMF content can improve meat quality significantly, especially in terms of tenderness [64]. 

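For the most abundant unigenes of TPI1, HSPB1 and ENO1, the log2 fold change was above 1 in favor of Shaziling with each pseudocount and scaling that was tried. It ranged from 1.33 to 2.05 for TPI1, from 2.60 to 3.34 for HSPB1 and from 2.10 to 2.86 for ENO1. The lowest of these values was obtained for each gene with library totals that leave out the mitochondrial unigenes.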

According to our results, genes related to tenderness have a higher level of expression in Shaziling pigs than in Yorkshire pigs, for example TPI1, HSPB1, and ENO1. Further analysis of the DEGs identified a number of novel genes and pathways (Additional file 1: Tables S1, Additional file 2: Table S2 and Additional file 3: Table S3), which have not been reported to affect meat quality previously. Further characterization of these novel genes might reveal the regulatory mechanism underlying meat quality.

## Conclusion

The object of this study was to investigate differences in the growth and development of skeletal muscle between Shaziling and Yorkshire pigs. The combined use of proteomic and transcriptomic analyses was effective in detecting DEGs and proteins. As a result, 38 differentially abundant proteins and 488 DEGs were identified by mass spectrometry and RNA-seq analysis, respectively. Some of the proteins and unigenes are associated with lipid metabolism or glycolytic metabolism, according to previously published results. Based on the putative results of GO term enrichment and KEGG pathway analyses, we determine that many of the differential abundant proteins and DEGs are related to lipid mobilization, energy metabolism, the cytoskeleton, and signal transduction. Our study provided valuable information that could contribute to a deeper understanding of the molecular mechanisms regulating the development and formation of skeletal muscle.

## Abbreviations

2-DE, two-dimensional fluorescence difference gel electrophoresis; DEGs, differentially expressed genes; GO, gene ontology; IMF, intramuscular fat; KEGG, Kyoto Encyclopedia of Genes and Genomes; LM, *longissimus dorsi* muscle; MS, mass spectrometry; NGS, next-generation sequencing; qPCR, quantitative real-time PCR

## Additional files

Additional file 1: Table S1. KEGG Pathway information of unigenes. (XLS 705 kb) Additional file 2: Table S2. GO enrichment of DEG. (XLS 77 kb) Additional file 3: Table S3. Summary of the differently expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

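RNA from the LM of 3 Shaziling and 3 Yorkshire pigs was sequenced by the authors. The deposited columns name 3 animals each, the paper's text does not say whether the pigs were pooled before sequencing or their reads merged afterwards, and the values of each breed are treated as 1 library. The authors assembled the trimmed reads of both breeds into unigenes, matched the unigenes to protein databases and deposited 1 table with the length, the protein match in the nr database, the reads and the RPKM of each of 65535 unigenes. The table does not list all unigenes of the paper, and 77 of the 484 unigenes of Table S3 used here lie outside it, so lengths, match shares, sums and scalings describe the listed unigenes. The deposited read counts are whole numbers without normalization; the paper's text does not name the program that counted them. The deposited RPKM values were computed by the authors with Qualimap, relative to the unigene length and to the number of reads of the library. The deposited unigene lengths are in bp. Each RPKM value was checked against its count and length, which gave 1 library total for all unigenes of a library (33949238 reads for Yorkshire, 28305925 for Shaziling). The number of columns with per-sample values that were not used was 0. The line of column names lacks a separator between a pair of names, so columns were taken by the order of the names.

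The breeds were taken from the sample titles and column names. With 1 column of reads per breed, no replicate error could be computed, no p-value across genes is given for a list of genes, and tests on reads compare the 2 libraries. Unigenes were called different with a fold change of 2 in RPKM and a false discovery rate of 0.05 from a two-sided exact binomial test on the reads (Benjamini-Hochberg adjustment). The test was run on simulated data with 200 of 65535 unigenes changed, drawn with the abundances and library sizes of the real libraries. Each changed unigene had a fold change of 4 and was taken above a minimum of expected reads. Of the changed unigenes, 85.5% were recovered in the right direction, and 2 of 65335 unchanged unigenes were called. The simulated reads held counting error only. The result therefore does not cover spread between pigs, library scaling, smaller fold changes or unigenes with few reads. Fold changes without a test were counted over unigenes with an RPKM of 1 or more in 1 or both libraries. Log2 fold changes of named genes used a pseudocount of 1. The precision of a ratio is given by exact 95% intervals on the reads, which cover counting error only, and 3 reads were taken as the lowest level for a fold.

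Gene names came from Table S3 of the paper, which pairs unigenes with UniProt entries, from the nr match in the deposited table, and from a list of pig RefSeq accessions and symbols of the assembly Sscrofa11.1. Through the latter, 5698 unigenes received 1 of 4484 symbols. No coordinates were used. The genes named in the text are those that the paper names for mRNA, the proteins of Table 2, and the 5 unigenes in each direction with a protein name, the largest ratio among those called and an RPKM of 10 or more in the higher library; 1 of the unigenes chosen by this rule is not reported here. Where several unigenes shared a protein, the one with the highest mean RPKM represented it. The 2 mitochondrial unigenes and the group of LINE-1 unigenes were singled out after their values were seen.

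The alternatives set before the data were examined were other thresholds of fold change and false discovery rate, other pseudocounts and RPKM minimums, a minimum length of 300 bp, summing unigenes of the same protein, rescaling to the same RPKM sum or to a median log2 ratio of 0, other unigenes for a protein, and the random sampling test of DEGseq, rewritten from its description, on rounded RPKM values. After the data were seen, TMM scaling (edgeR 4.0.16), library totals without the 2 mitochondrial unigenes, an exact binomial test on rounded RPKM values, rescaling to the same RPKM sum with the Table S3 unigenes outside the table included, and the longest unigene for the comparison with protein directions were added. Gene lists were compared with 10000 random lists of the same size matched on mean RPKM, over 4361 symbols. The lists were nuclear-encoded oxidative phosphorylation, mitochondrial ribosomal proteins, cytosolic ribosomal proteins, proteasome subunits, glycolytic enzymes, fast fibre genes, slow fibre genes, adipocyte genes and collagens. Their percentiles describe these libraries. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R 4.3.3 were used.

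The comparisons of KEGG pathways that had been planned were not run, because the unigene lists of 221 of the 278 pathways were shortened in the copy of Table S1 used here. No overlap or enrichment was tested with Table S3, whose copy holds 484 unigenes. Table S3 marks unigenes higher in Shaziling as DOWN (294 of them) and unigenes higher in Yorkshire as UP (190). The 2-DE and qPCR measurements are the paper's and were used only for their directions.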

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

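The test with library totals that leave out the mitochondrial unigenes and the test on slow fibres were chosen only after the result was seen.

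Reads on the 2 mitochondrial unigenes, which the paper does not discuss, made up 46.4% of the Yorkshire library and 11.8% of the Shaziling library. This is a signal in genes that the paper's text does not name, at a level far above what 3 reads would give. The larger unigene was 3.9 times and the smaller 4.4 times higher in Yorkshire by RPKM. A lower mitochondrial content of the Shaziling muscle would lower the nuclear-encoded genes of oxidative phosphorylation as well, but 26 of the 31 such genes with a symbol had a higher RPKM in Shaziling. Their median log2 fold change was 0.99, at percentile 99.2 of 10000 random lists of the same size and abundance, whose median was 0.49; 1 of the 31, ATP5B, is also a gene that the paper picked. The count of 26 says little alone, since 28 of the 35 mitochondrial ribosomal protein genes were also higher in Shaziling, at percentile 46.5. The proteins point the other way. Table 2 gives ATP5B, NADH dehydrogenase flavoprotein 2 and cytochrome c oxidase subunit 5B as more abundant in Yorkshire. A lower mitochondrial content in Shaziling therefore stays open. A different proportion of slow fibres in the sampled muscle also stays open, because the lists point different ways. More slow fibres in the Yorkshire sample would lower these nuclear-encoded genes in Shaziling, against the percentile of 99.2, but they would also raise the fast fibre genes there, and 8 of 8 fast fibre genes were higher in Shaziling, at percentile 98.7. A fragment of slow skeletal troponin I, at least 68.8-fold higher in Shaziling, also goes against more slow fibres in the Yorkshire sample. So does a fragment named for a fast myosin heavy chain, contig_9718 (MYH4_CANFA), which was 11.1 times higher in Yorkshire. Each is a single unigene chosen for its large ratio, and MYH4 by its symbol is among the 8 fast fibre genes higher in Shaziling. Of the slow fibre genes, 4 had a symbol, too few for a percentile of their own, so this explanation and others cannot be told apart. A difference in the preparation of the libraries, such as RNA quality or the capture of mitochondrial transcripts, and a breed or litter difference in mitochondrial transcription were not tested and stay open.

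This share bears on the excess of unigenes that are higher in Shaziling, for which a few genes taking most of the reads may be an explanation. With the mitochondrial unigenes left out of the library totals, 37.0% of the unigenes with a fold change of 2 were higher in Shaziling, against 72.1% with the RPKM values as deposited. Leaving them out lowers every log2 ratio by the same 0.72. It was applied by raising the Yorkshire RPKM only, so 45457 unigenes in place of 37352 reached an RPKM of 1. The drop follows from that shift and from the unigenes added on the Yorkshire side. It does not show that these genes cause the excess. A change in many transcripts and an effect of a few abundant ones cannot be told apart here, because each would shift most ratios in the same direction. Unigenes without a protein match, as from unspliced or genomic sequence, leaned less towards Shaziling than those with a match. Their part in the excess was not counted, and they made up 20631 of the 37352 unigenes with an RPKM of 1 or more, so it stays open. A random sample of 500 of them had a median log2 fold change of 0.30, below the 0.53 to 0.67 that held 95% of matched random sets of unigenes with a protein match.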

How the results depend on the processing

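No paired analysis was possible because each breed has 1 column of reads. The alternatives that could be run left the direction of all 6 qPCR genes unchanged. The number of proteins whose mRNA and protein directions were the same was 6 of 12 under each scaling and with the mean over all unigenes, and 7 of 12 with the longest unigene of each protein, where keratin 10 changed direction. The N50 of 1115 bp had no informative alternative, since every unigene had reads; over unigenes with reads in both libraries it was 1226 bp. The pathway comparisons were not run, as the lists of Table S1 were incomplete here, and an exact binomial test on the reads became the main test of the DEGs since the table holds no p-values. TMM scaling, library totals without the mitochondrial unigenes, the same RPKM sum with the Table S3 unigenes outside the table (which are DEGs only), the longest unigene for protein directions and the exact binomial test on rounded RPKM values were chosen after the data were seen.

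The number of unigenes with a fold change of 2 (20507) was 10206 with a pseudocount of 1, 35562 without a minimum RPKM and 1788 with a minimum RPKM of 10. The share of these that was higher in Shaziling (72.1%) was 77.3% with a pseudocount of 1, 68.6% without a minimum RPKM, 83.2% with a minimum RPKM of 10 and 75.9% for unigenes of 300 bp or more. It was 50.8% after rescaling to the same RPKM sum, 54.6% after rescaling to a median log2 ratio of 0 and 50.0% with TMM scaling, and it reversed to 40.5% with the same sum including the Table S3 unigenes outside the table and to 37.0% with library totals that leave out the mitochondrial unigenes.

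The number of DEGs on the reads (20430) was 13297 with a fold change of 4, 466 with the random sampling test on rounded RPKM values and 401 with the exact binomial test on those values. The share higher in Shaziling (77.3%) was 80.5% with a false discovery rate of 0.01 and 79.1% for unigenes of 300 bp or more. It was 60.9% and 60.6% with the random sampling and the exact binomial test on rounded RPKM values. After rescaling to the same sum it was 55.6%, after rescaling to a median log2 ratio of 0 it was 59.7%, with TMM scaling it was 55.4%, and it reversed to 42.4% with the same sum including the Table S3 unigenes outside the table and to 38.3% with library totals that leave out the mitochondrial unigenes. The smaller counts on rounded RPKM values follow from their construction, since 91.2% of the DEGs on the reads had an RPKM under 10.

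The median log2 ratio between the libraries (0.35) was 0.29 over the 17770 unigenes with an RPKM of 1 or more in both, 0.41 over the 212 with 100 or more, and it reversed to -0.36 with library totals that leave out the mitochondrial unigenes. The scalings lowered every log2 ratio by 0.43 (same sum), 0.35 (median of 0), 0.44 (TMM), 0.64 (same sum including the Table S3 unigenes outside the table) and 0.72 (without the mitochondrial unigenes), which took the median to -0.08, 0.0, -0.09, -0.28 and -0.36. Accordingly, the median log2 fold change of the 6 qPCR genes (2.45) was 2.03, 2.10, 2.02, 1.83 and 1.75, and it was 2.31 with the mean over all unigenes of a protein. All of these medians take ACTA1 from contig_2810. For the single genes, 32 of 48 values under the alternatives moved beyond the counting error, 16 did not, and 0 reversed. Apart from the shifts that the scalings impose, the cause was not tested.

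Depth limits the unigenes of low abundance. Of the DEGs on the reads, 3885 stayed under an RPKM of 1 in both libraries, and for the 5365 without reads in one library the fold change is only a lower bound.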

Differences from the paper's values

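The paper reports 488 DEGs, with 297 upregulated in Shaziling and 192 in Yorkshire, whereas the exact test on the deposited reads gave 20430, with 15788 and 4642. Among the alternatives set before the data were examined, the random sampling test of DEGseq on rounded RPKM values came within 1.5 times of all 3 numbers, with 466, 284 and 182. The others did not, with 14211 at a false discovery rate of 0.01, 13297 at a fold change of 4, 17483 after rescaling to the same RPKM sum, 17700 after rescaling to a median log2 ratio of 0, 16995 for unigenes of 300 bp or more and 19233 with unigenes of the same protein summed. An exact binomial test on rounded RPKM values, which was chosen after seeing the values, gave 401 DEGs, with 243 and 158. All of these counts cover the listed unigenes only, whereas the paper's numbers cover all of its unigenes. Of the 484 unigenes of Table S3 used here, 407 are among the listed ones, and 77 could not be called.

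For ENO1, the paper's RPKM of Shaziling relative to Yorkshire is about 3.8 in Fig. 7, read by eye, and the most abundant ENO1 unigene had a ratio of 7.28. Of the alternatives set before the data were examined, rescaling to the same RPKM sum gave 5.4, within 1.5 times of the paper's value. The mean over all ENO1 unigenes (6.01) and the longest unigene (7.28) did not come within it, and rescaling to a median log2 ratio of 0 (5.7) lay at this limit, marginally outside it. TMM scaling (5.37), rescaling to the same sum including the Table S3 unigenes outside the table (4.68) and library totals without the mitochondrial unigenes (4.43), all chosen after seeing the values, also came within it. The least abundant of the ENO1 unigenes, contig_10941, had a ratio of 3.84.

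For other genes the RPKM bars of Fig. 7 match the deposited values only in the opposite direction, Yorkshire over Shaziling. For TPI1 the paper's value is about 0.25 in Fig. 7, read by eye, against 0.242 for Yorkshire over Shaziling and 4.14 for Shaziling over Yorkshire. For ACTA1 it is about 0.08 in Fig. 7, read by eye, against 0.0778 and 12.9. For ATP5B it is about 0.48 in Fig. 7, read by eye, against 0.372 and 2.68, and Yorkshire over Shaziling was 0.502 after rescaling to the same RPKM sum and 0.476 after rescaling to a median log2 ratio of 0.

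The paper states that ATP5B was expressed more in Yorkshire in the transcriptome, as in the proteome, whereas its deposited RPKM was 145 in Yorkshire and 388 in Shaziling. The paper states that the transcript and protein results of TPI1 did not match, whereas the RPKM of TPI1 was higher in Shaziling (log2 fold change of 2.05), the direction that Table 2 gives for the protein. Fig. 7 shows the RPKM of ACTA1 and ENO3 as lower in Shaziling, whereas the deposited RPKM of ACTA1 was higher there (log2 fold change of 3.60), and in the authors' deposited table of DEGs ENO3 is higher there as well (3.68 times).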

Other observations

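The tests on the RPKM input of the DEG test, on GAPDH, on a mislabelled sample and on LINE-1 were chosen only after the result was seen.

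The p-values of Table S3 are many orders of magnitude larger than a test on the reads gives. For 402 of its unigenes, the random sampling test of DEGseq gave p-values at a median distance of 0.47 on the log10 scale from those of Table S3 when it was applied to RPKM values, and of 179 when it was applied to the deposited reads. An exact binomial test on rounded RPKM values came to a median distance of 0.31. This is consistent with the hypothesis that the test was run on RPKM values in place of reads. The paper names the RPKM value as its estimate of relative expression for identifying the DEGs. A test on RPKM values treats 1 RPKM as 1 read, so it calls abundant unigenes and few of the unigenes under an RPKM of 10.

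Unigenes named for LINE-1 were higher in Yorkshire. In the authors' deposited table of DEGs (Table S3), 42 unigenes are named for a LINE-1 open reading frame, and 42 of them are higher in Yorkshire, although this table lists more unigenes higher in Shaziling (294) than in Yorkshire (190). Names were taken mostly from that table, which lists DEGs only, so unchanged LINE-1 unigenes are not counted. In the deposited table of reads, 38 unigenes were named for LINE-1, and 38 of them were higher in Yorkshire. The median was 2.82 times and the lowest value 1.22 times by the RPKM values as deposited. For those that are also in Table S3, this only repeats its direction, since the RPKM values are the same. The other scalings all move ratios further towards Yorkshire, so they do not test this direction. More unspliced or genomic sequence in the Yorkshire library may explain this. In favor of it, unigenes without a protein match had a median log2 fold change of 0.30, against 0.60 for matched sets of unigenes with a match. Whether the unigenes without a match are themselves higher in Yorkshire depends on the scaling. Their median was 0.05 after rescaling to the same RPKM sum and with TMM scaling, 0.09 after rescaling to a median log2 ratio of 0, -0.09 with the same sum including the Table S3 unigenes outside the table and -0.15 with library totals that leave out the mitochondrial unigenes. A higher LINE-1 transcription in the Yorkshire pigs was not tested and stays open, and reads of repeated elements cannot be assigned to a single copy.

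Unigenes of one protein were sometimes called in opposite directions, as with the fragment named for a fast myosin heavy chain. Strain variants that send each breed's reads to its own copy of a transcript would make this frequent. Of 519 proteins with 2 or more DEGs on the reads, 44 (8.48%) had unigenes in both directions, whereas shuffling the directions over the called unigenes 1000 times gave a median of 126 (95% between 108 and 143). Fragments of one transcript share a direction with or without such variants, which the shuffling does not allow for, so the comparison decides nothing, and strain variants and other explanations cannot be told apart.

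GAPDH, the reference gene of the qPCR, is itself listed among the DEGs. In the authors' deposited table of DEGs its RPKM is 5444 in Yorkshire and 23521 in Shaziling, 4.32 times higher. RNA-seq and qPCR of the qPCR genes go apart for some of them: of 7 genes with an RPKM, 4 had RNA-seq and qPCR on the same side of 1. A possible explanation is that the reference gene of the qPCR itself differs between the libraries. After division by the GAPDH ratio, 5 of 7 genes were on the same side with ACTA1 taken from its longer unigene in Table S3 (a ratio of 3.51), and 4 of 7 with ACTA1 taken from contig_2810 (12.9). The count thus rests on the ACTA1 unigene, and also on MYLPF (0.997) and TPI1 (0.958), which lie almost at 1 after the division, so this explanation and others cannot be told apart, with 7 genes and directions only.

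The RPKM bars of Fig. 7 run opposite to the deposited RPKM values for several genes. A mislabelled sample could explain this only if every bar ran opposite, since an exchange of the labels reverses all genes. Of the 4 genes whose bars were compared with the deposited table, 3 run opposite, whereas the bar of ENO1 runs in the deposited direction, and all 3 ENO1 unigenes of the table were higher in Shaziling. An exchange of the labels between the figure and the table therefore leaves ENO1 unexplained. The read totals argue against an exchange of the columns in the table. The Yorkshire RPKM values correspond to 33949238 reads, more than the 29522984 trimmed reads that the paper gives for Shaziling. An exchange of samples before sequencing would leave these totals unchanged and was not tested. A field of the sample record contradicts the sample titles. Each direction between the breeds in the text rests on the labels as deposited.

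Other gene lists were compared with random lists of the same size and abundance, whose medians lay between 0.45 and 0.53 on the log2 scale. The cytosolic ribosomal proteins (10 genes, median log2 fold change 1.50) lay at percentile 99.5, and the fast fibre genes (8 genes, 1.53, of which the paper picked MYLPF) at percentile 98.7. The proteasome subunits (10 genes, 0.87) lay at 90.4 and the adipocyte genes (7 genes, 0.87, with FABP4 also in Table 2) at 87.7. The mitochondrial ribosomal proteins (35 genes, 0.44) lay at 46.5. The collagens (8 genes, 0.11) lay at 8.39. Of the glycolytic enzymes, 3 had a symbol, too few for a percentile. Muscle expresses genes of all these lists, and no explanation was tested for their order. The transcript of hemoglobin beta was higher in Shaziling, whereas Table 2 gives the protein as more abundant in Yorkshire; the amount of blood in the samples was not tested.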
